A study of Mus musculus with 24 samples.

How the data were processed

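RNA was measured in the medial liver lobe of C57BL/6 mice 1 h or 4 h after an injection of MitoCDNB at 5 mg/kg or of vehicle with 0.1% ethanol, in 24 libraries and 4 groups of 6. The deposited table holds raw counts per gene symbol and library, which are whole numbers and sum to a different total in each library. Per the submitters' processing notes, CASAVA 1.8.4, Trim Galore, HISAT2 and DESeq2 were used with genome build mm10. Per the labels' protocol, libraries were made with the NEBNext Ultra RNA kit, whose name does not mark strand. The counting tool, the gene annotation and the handling of reads that match several genes are not given in the sources used here, so values of overlapping and antisense genes and of near-identical paralogs are uncertain. These include the 21 major urinary protein genes. Replicates are mice per the labels' protocol, with n = 6 per group, and the labels state no pairing by replicate number. Within each time, however, vehicle and MitoCDNB libraries of the same replicate number have consecutive library numbers. A shared order of processing is therefore possible.

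The table held 24421 genes, of which 4653 had no count in any library. Genes were kept by the edgeR function filterByExpr with a minimum count of 10 and a minimum total of 15, which left 13833 genes and removed 0.0306% of the counts. Counts were scaled by the trimmed mean of M values (TMM), and a negative binomial model with the 4 groups was fitted to all 24 libraries. Differences were tested with the robust quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. P values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. The 4 comparisons were MitoCDNB against vehicle at 1 h, the same at 4 h, the difference between these effects (interaction), and vehicle at 4 h against vehicle at 1 h. Log2 fold changes are from this fit. The SE was computed from the log2 fold change and the F statistic. Levels are CPM on the TMM-scaled library sizes, with the mean and SD over 6 libraries. The common biological coefficient of variation was 0.179.

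Before the data were examined, 47 lists of pathway genes and cell type markers, the comparisons, the tests and the rule for named genes were fixed. Lists with at least 3 tested members (44) were tested with camera of limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry. Camera compares the members with all other genes. Fry asks whether members move, on balance, one way. Counts of members are given over all genes tested and adjusted over the list alone. The rule named, for each comparison of 2 groups, the 10 largest changes in each direction among called genes with a mean of at least 1 CPM and at least 5 of 6 libraries on the same side of the other group's mean. Symbols of predicted genes, clones and pseudogenes were skipped. For the interaction it named the 5 largest changes in each direction. For each list and treatment comparison it named up to 4 called members with the smallest p, or the member with the smallest p where no member was called. Other genes are said to have been chosen after their values were seen. Coordinates are for mm10, by symbol, and 158 of the 160 named genes had them.

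Alternatives tried were other size factors, no count filter and a filter on mean CPM, DESeq2 1.42.0, limma-voom with quality weights, no robust estimation, fits on the compared groups alone, the replicate number as a block, library number as a covariate, 1 surrogate variable from sva 3.50.0, stricter thresholds and leaving out each library in turn. After the data were seen, fits were added without 2 libraries of 4 h that stood apart, with a term for a set of 1 h libraries, within the 1 h replicates 1 to 3 and 4 to 6, without the latter in the comparison of the vehicle groups, and without the major urinary protein genes. The fit was tested on simulated data with known changes. At 1 h it recovered 67.2% of changes of 1.5-fold, 92.5% of 2-fold and 100% of 4-fold changes, and at 4 h 65.7%, 86.6% and 97.0%, with 7 false calls in each. In the same simulation 291 of 397 differences between the effects were recovered with 9 false calls. No pair of libraries within a group was a duplicate: over these 60 pairs, the chi-square of the counts per degree of freedom ran from 15.3 to 538. Pairs across groups were not tested in this way. Transcripts of the mitochondrial genome are not in the table and were not analysed here.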

Results

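The data were RNA-seq counts of mouse liver after an injection of MitoCDNB, a chlorodinitrobenzene linked to triphenylphosphonium so that it gathers in mitochondria, where it was made to deplete glutathione and inhibit the thioredoxin system. There were 6 libraries each of vehicle at 1 h, MitoCDNB at 1 h, vehicle at 4 h and MitoCDNB at 4 h. Total counts per library ran from 25.1 to 37.2 M, with a mean of 30.3 M. The 21 major urinary protein genes, which code for abundant secreted pheromone carriers, took 33.9% ± 5.60 of the counts in vehicle and 35.2% ± 11.5 in MitoCDNB at 1 h (mean ± SD, n = 6), and 37.6% ± 7.26 and 32.9% ± 7.87 at 4 h. The first principal component held 23.3% of the variance in log2 CPM and the second 10.2%. At 4 h, vehicle replicate 1 (-28.7) and MitoCDNB replicate 2 (-37.2) lay apart from all other libraries (-13.7 to 23.5) on the second component. At 1 h, replicates 4 to 6 of both groups held low levels of brain transcripts, and values within these and within replicates 1 to 3 are given for the counts, the called lists and the largest changes of 1 h.

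**Figure D1:**
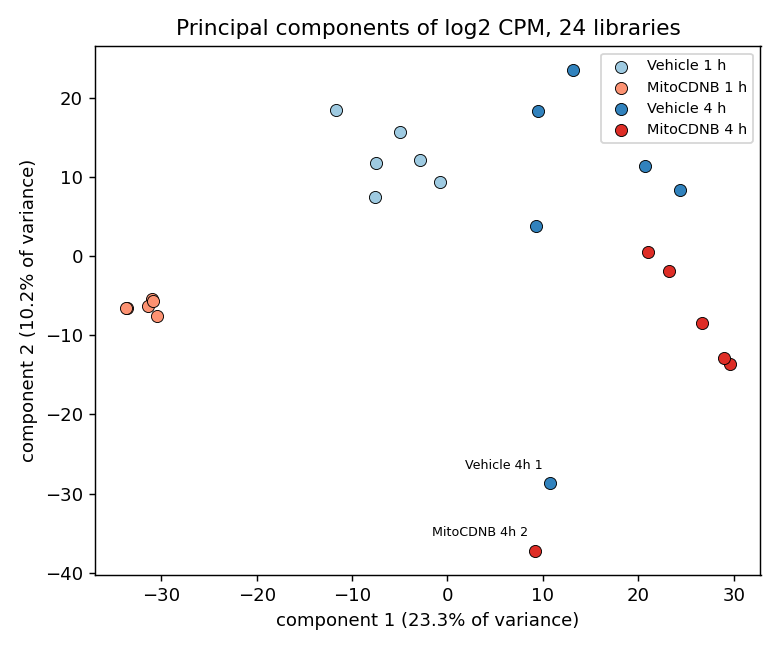
Scores of the 24 libraries on the first (x axis, 23.3% of variance) and second (y axis, 10.2%) principal components of log2 CPM, in component units, with a point per library coloured by group. The labelled points, vehicle replicate 1 and MitoCDNB replicate 2 of 4 h, lie at -28.7 and -37.2 on the second component, below the other 22 libraries.

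The comparison at 1 h asked what MitoCDNB changed in the liver soon after the injection. The largest rise was in a gene of glycogen handling, followed by regulators that respond quickly to a stimulus. Ppp1r3g, a subunit that directs protein phosphatase 1 to glycogen, rose from 2.07 ± 1.16 to 58.6 ± 19.7 CPM (mean ± SD, n = 6; log2 fold change 4.82, SE 0.455, adjusted p = 6.37e-07). Atf3, a stress-induced transcription factor, rose from 1.82 ± 1.26 to 33.5 ± 11 CPM (log2 4.19, SE 0.442, adjusted p = 2.35e-06). Nr4a1, an orphan nuclear receptor, rose from 4.96 ± 4.87 to 73.2 ± 16.6 CPM (log2 3.87, adjusted p = 4.16e-04), and the antiproliferative gene Btg2 from 9.94 ± 7.10 to 103 ± 25.5 CPM (log2 3.37, adjusted p = 1.86e-04). Apold1 (log2 3.30), the small G protein Rasd1 (3.27), the phosphatase Dusp5 (2.91), the homeobox gene Hoxa5 (2.86), the mTORC1 inhibitor Ddit4 (2.70) and Rgs16 (2.63, adjusted p = 0.0211) made up the 10 largest rises. Ppp1r3g lies on chromosome 13 (35958839 to 35970388), Atf3 on chromosome 1 (191170296 to 191218039) and Nr4a1 on chromosome 15 (101254269 to 101274795) of mm10.

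Except for Cxcl1, falls at 1 h were smaller than the rises named by size, and they included transcription factors of vessels and hepatocytes. Sox18, a factor of endothelial differentiation, fell from 3.55 ± 0.515 to 0.991 ± 0.204 CPM (log2 -1.83, SE 0.146, adjusted p = 8.05e-09). Foxa2, a hepatocyte factor, fell from 21.5 ± 6.91 to 8.49 ± 0.948 CPM (log2 -1.34, adjusted p = 0.00597), and Ccdc117 from 26.6 ± 7.41 to 10.1 ± 1.41 CPM (log2 -1.40, adjusted p = 3.17e-06). Mroh6 (log2 -2.16), Zfp503 (-1.77) and Tsku (-1.48) fell as well. The chemokine gene Cxcl1 had the largest fall, from 37.7 ± 71.8 to 1.81 ± 0.566 CPM (log2 -4.37, adjusted p = 0.0384), but vehicle replicate 1 alone carried much of it. Without that library its log2 value was -2.29 (adjusted p = 0.253), and within replicates 4 to 6 it was 0.12. Phlda1 (log2 -2.48), the hepatocyte and endothelial factor Hhex (-1.57), the chaperone Hsph1 (-1.47) and Rgs16 also lost their calls in single omissions. Without vehicle replicate 2 the adjusted p was 0.0645, 0.0886 and 0.0527 for Phlda1, Hhex and Rgs16, and without vehicle replicate 1 it was 0.0723 for Hsph1. Within replicates 4 to 6 Phlda1 had a log2 of -0.65 (adjusted p = 0.777), and Hhex of -0.95 (adjusted p = 0.503). In each of the 20 genes named by size at 1 h, all 6 MitoCDNB libraries lay on the stated side of the vehicle mean.

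Of the 30 tested immediate early genes, 18 rose and 0 fell (19 and 0 adjusted over the list alone; camera adjusted p = 3.92e-27, adjusted p = 0.103 with an estimated correlation, fry adjusted p = 6.13e-04). They included Jund, from 92.9 ± 20.3 to 243 ± 37.6 CPM (log2 1.39), and Nr4a2 (log2 2.23). Fos (log2 -0.69, adjusted p = 0.846) and Egr1 (0.09, adjusted p = 0.979), members chosen after their values were seen, did not pass. In the list of gluconeogenesis and the fasting response 4 of 20 rose and 0 fell (9 and 0 adjusted over the list alone; camera adjusted p = 1.53e-06, adjusted p = 0.550 with an estimated correlation, fry adjusted p = 0.0153). The 4 were the transcription factor Foxo3 (log2 1.81), the kinase Sik1 (2.23), the aspartate aminotransferase Got1 (0.85) and the insulin receptor substrate Irs2 (1.61). Irs2 had an adjusted p of 0.0297, and of 0.0670 without vehicle replicate 4. It lost its call within replicates 1 to 3 and within replicates 4 to 6, with an adjusted p of up to 0.641. Over the 10 alternative fits its log2 ran from 0.94 to 2.58. Of 28 glucocorticoid-responsive genes 6 rose and 0 fell (8 and 1 adjusted over the list alone; camera adjusted p = 8.69e-06, adjusted p = 0.741 with an estimated correlation, fry adjusted p = 0.171). Among them were the kinase Sgk1, from 15 ± 4.13 to 48.7 ± 5.10 CPM, and the phosphatase Dusp1 (log2 2.14). Of 32 genes of the integrated stress response 5 rose and 0 fell (6 and 0 adjusted over the list alone; camera adjusted p = 0.00105, adjusted p = 0.550 with an estimated correlation, fry adjusted p = 0.0407). Atf3, Ddit4 and Ppp1r15a (log2 1.00), which restores translation, were among them. Of 20 cytosolic heat shock genes 0 rose and 4 fell (0 and 7 adjusted over the list alone; camera adjusted p = 2.56e-04, adjusted p = 0.741 with an estimated correlation, fry adjusted p = 0.175). These were Chordc1 (log2 -0.82), the co-chaperone Bag3 (-0.82), Hsph1 and Dnaja1 (-0.43, adjusted p = 0.0304, and 0.0993 without vehicle replicate 1).

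These 5 lists passed within replicates 1 to 3 and within replicates 4 to 6, which are parts of the data in which they were called. The camera adjusted p was 1.86e-12 and 5.41e-77 for immediate early genes, 1.55e-05 and 3.02e-24 for gluconeogenesis, and 1.50e-06 and 2.57e-22 for glucocorticoid-responsive genes. It was 1.99e-05 and 2.39e-05 for the integrated stress response and 3.64e-05 and 0.0158 for heat shock genes. Of 100 library splits, the real one included, 3, 2, 3 and 3 gave as small a camera p for the first 4 lists. These numbers are not adjusted for the 44 lists tested. For heat shock genes 31 did, and chance could not be excluded. The splits were not kept within the sets, so for heat shock genes they cannot separate chance from a difference between the sets. The other 4 called lists did not hold within both sets, and for cholangiocyte markers, T and natural killer cell markers, regulators of apoptosis and ribosomal proteins 27, 14, 7 and 49 of 100 splits gave as small a camera p. Cholangiocyte and gallbladder markers had 2 of 10 higher, the keratin Krt23 (log2 1.21, adjusted p = 0.0384) and osteopontin Spp1 (0.68, adjusted p = 0.0477, higher in 5 of 6 libraries). Adjusted over the list alone 6 were higher (camera adjusted p = 0.00935, adjusted p = 0.550 with an estimated correlation). Within the sets the list's adjusted p was 1.07e-04 and 0.552, and it was 0.0795 without MitoCDNB replicate 1. The calls of Krt23 and Spp1 were lost without MitoCDNB replicates 6 and 2 (adjusted p = 0.155 and 0.142). T and natural killer cell markers had 1 of 6 higher, the protease Gzma (log2 1.59), and 2 adjusted over the list alone (camera adjusted p = 0.0218, adjusted p = 0.550 with an estimated correlation). Within the sets the adjusted p of that list was 0.193 and 0.0296, and it was 0.0798 without vehicle replicate 5. Gzma had an adjusted p of 0.0870 without MitoCDNB replicate 6 and of 0.697 within replicates 1 to 3. Over the 10 alternative fits its log2 ran from 0.43 to 2.66. Regulators of apoptosis had 2 of 24 higher, the proapoptotic Bcl2l11 (log2 2.16, adjusted p = 1.95e-09) and Bcl2a1b (1.31), and 1 lower, the caspase 8 inhibitor Cflar (-0.64). Adjusted over the list alone 4 were higher and 1 lower (camera adjusted p = 0.0378, adjusted p = 0.550 with an estimated correlation). Within the sets its adjusted p was 0.282 and 0.0105, and it was 0.0952 without vehicle replicate 5. Of 40 ribosomal protein genes edgeR called 0, with 0 at an unadjusted p under 0.05 and 0 by DESeq2 and limma-voom, and 0 adjusted over the list alone. The list had a median log2 of 0.09 (camera adjusted p = 0.0217, adjusted p = 0.849 with an estimated correlation), with 0.00546 and 0.728 within the sets and 0.191 without MitoCDNB replicate 3.

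The systems that MitoCDNB was made to act on showed little change in RNA at 1 h. Of 36 targets of NRF2, the regulator of antioxidant genes, 1 was called, the growth inhibitor Osgin1, which fell (log2 -1.18, adjusted p = 0.0340, and 0.0819 without vehicle replicate 4), and 0 adjusted over the list alone. That list had a camera adjusted p of 0.840 in the upward direction, with a mean log2 of -0.03. In the mitochondrial glutathione and thioredoxin system edgeR called 0 of 20 (1 at an unadjusted p under 0.05, 0 by DESeq2 and by limma-voom, 0 adjusted over the list alone). Its smallest p belonged to the methionine sulfoxide reductase Msrb2 (log2 -0.23, adjusted p = 0.260). The cytosolic counterpart had 0 of 18 called (3 at an unadjusted p under 0.05, 0 by DESeq2 and by limma-voom), the glutathione S-transferases 0 of 21 and the nuclear-encoded respiratory chain subunits 0 of 41 (0 and 0 at an unadjusted p under 0.05, 0 by DESeq2 and by limma-voom). Other called members stood in lists that did not pass. Of 22 clock genes 6 rose and 2 fell (8 and 5 adjusted over the list alone; camera adjusted p = 0.135), among them the repressors Nfil3 (log2 1.75) and Bhlhe40 (1.62). Of 24 p53 targets 3 rose and 3 fell (4 and 3 adjusted over the list alone; camera adjusted p = 0.218), among them Trp53inp1 (log2 2.36) and Gadd45a (2.01). The Ah receptor target Tiparp rose (log2 2.20, adjusted p = 8.05e-09), and Stat2, an interferon signal transducer, fell (-0.71, adjusted p = 1.23e-05).

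The genes changed by MitoCDNB at 1 h numbered 909 of 13833, 373 higher and 536 lower. Their median absolute log2 fold change was 0.59, and 206 of them changed at least 2-fold. Within replicates 1 to 3 alone 369 genes passed and within replicates 4 to 6 alone 495, and of the 909 genes 268 and 335 were among them. With 3 libraries per group in each set, 27 of the 71 named genes called at 1 h kept their call within replicates 1 to 3 and 45 within replicates 4 to 6. Within replicates 1 to 3 Ppp1r3g (log2 4.83, adjusted p = 0.0780), Atf3 (4.12, 0.0519), Nr4a1 (3.02, 0.195), Btg2 (2.73, 0.0653), Dusp1 (1.41, 0.255) and Sik1 (1.91, 0.185) lost their calls, which they kept within replicates 4 to 6. Mroh6 and Zfp503 also lost theirs within replicates 1 to 3, and Tsku, Hhex, Hsph1 and Rgs16 within both sets. Apold1, Rasd1, Dusp5, Hoxa5, Ddit4, Sox18, Ccdc117 and Foxa2 kept their calls within both.

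**Figure D2:**
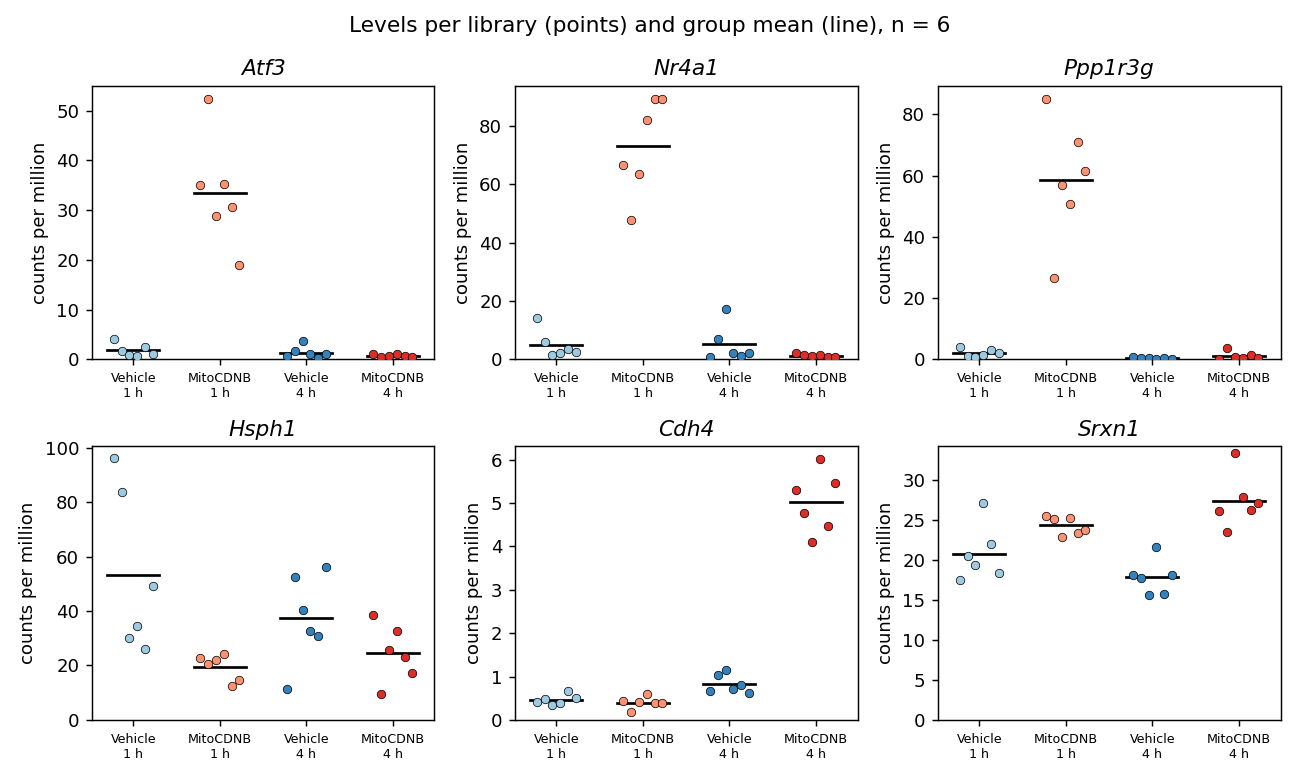
Levels of 6 named genes in CPM (y axis, from 0) in the 4 groups (x axis), with a point per library (n = 6) and a line at the group mean. Ppp1r3g has means of 2.07 and 58.6 CPM at 1 h in vehicle and MitoCDNB, while Cdh4 has means of 0.830 and 5.02 CPM at 4 h.

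The comparison at 4 h asked what MitoCDNB had changed by then, and fewer genes passed than at 1 h. Cdh4, the gene of R-cadherin, an adhesion protein, rose from 0.830 ± 0.220 to 5.02 ± 0.701 CPM (mean ± SD, n = 6; log2 fold change 2.59, SE 0.185, adjusted p = 3.07e-09) and kept its call in the 8 alternative fits run for it and in all 12 single omissions. Got1 rose from 119 ± 35.4 to 257 ± 65.7 CPM (log2 1.10, adjusted p = 0.0127), and the actin-binding gene Dbn1 (1.27), Arhgef37 (1.24), the endothelial nitric oxide synthase Nos3 (1.14) and Ctla2a (1.08) rose too. Nr3c2, the mineralocorticoid receptor, fell from 7.76 ± 3.75 to 2.74 ± 0.473 CPM (log2 -1.51, SE 0.264, adjusted p = 0.00683), and the transcription factor Sox5 fell (-1.07, adjusted p = 0.0134). In all 20 genes named by size at 4 h, the 6 MitoCDNB libraries lay on the stated side of the vehicle mean. Cdh4 lies on chromosome 2 (179442431 to 179899373) and Nr3c2 on chromosome 8 (76899442 to 77245012) of mm10.

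Among NRF2 targets at 4 h, Srxn1, which repairs overoxidised peroxiredoxins, rose from 17.9 ± 2.16 to 27.4 ± 3.29 CPM (log2 0.62, adjusted p = 0.00194). The cytosolic thioredoxin reductase Txnrd1 fell from 96.4 ± 2.85 to 81.0 ± 6.78 CPM (log2 -0.25, adjusted p = 0.0307, and 0.0716 without vehicle replicate 2). The other 34 of 36 were not called, and the list had a mean log2 of 0.01 with a downward test (camera adjusted p = 0.868). Srxn1 and Txnrd1 were also the 2 of 18 genes of the cytosolic glutathione and thioredoxin system called by edgeR (7 at an unadjusted p under 0.05, 2 by DESeq2 and 2 by limma-voom, 1 higher and 3 lower adjusted over the list alone; camera adjusted p = 0.281). The mitochondrial glutathione and thioredoxin system had 0 of 20 called by edgeR (1 at an unadjusted p under 0.05, 0 by DESeq2 and by limma-voom, 1 adjusted over the list alone). Endothelial cell markers had 4 of 16 lower and 1 higher (5 and 2 adjusted over the list alone; camera adjusted p = 0.00986, adjusted p = 0.873 with an estimated correlation). The sinusoidal lectin Clec4g fell from 42.6 ± 5.32 to 30.5 ± 2.84 CPM (log2 -0.48) and Ehd3 from 36.2 ± 3.07 to 26.7 ± 2 CPM (-0.44). The growth factor receptor Kdr (-0.39, adjusted p = 0.0435, and 0.0951 without MitoCDNB replicate 2) and Oit3 (-0.30, chosen after its values were seen) also fell. The hyaluronan receptor Lyve1 rose (log2 1.34). Periportal hepatocyte markers had 1 of 14 higher, Etnppl, a phospholyase, from 83.9 ± 21.7 to 176 ± 35.1 CPM (3 adjusted over the list alone; camera adjusted p = 0.0110, adjusted p = 0.873 with an estimated correlation, and 0.115 without MitoCDNB replicate 2). In gluconeogenesis and the fasting response 2 of 20 rose, Got1 and the urea cycle enzyme Cps1 (log2 0.45), or 4 adjusted over the list alone (camera adjusted p = 0.00759, adjusted p = 0.873 with an estimated correlation, and 0.218 without MitoCDNB replicate 2). In lipogenesis 1 of 24 rose, the elongase Elovl5 (log2 1.01), as 1 did adjusted over the list alone (camera adjusted p = 0.0285, adjusted p = 0.873 with an estimated correlation, and 0.196 without vehicle replicate 1). Stellate cell markers had 0 of 16 called by edgeR, 6 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom, and 1 higher adjusted over the list alone (camera adjusted p = 0.00931 upward, adjusted p = 0.873 with an estimated correlation, and 0.110 without vehicle replicate 5).

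For none of the 12 lists called at 4 h could chance be excluded, since between 5 (periportal markers) and 50 (interferon-stimulated genes) of 100 splits gave as small a camera p. The number was 6 for endothelial markers, 22 for gluconeogenesis, 20 for lipogenesis, 27 for stellate cell markers, 19 for NF-kB, 16 for heat shock, 39 for immediate early genes, 47 for Kupffer cells, 29 for neutrophils and 25 for the unfolded protein response. Of 21 genes of NF-kB and inflammatory cytokines 0 rose and 1 fell, the cytokine Il1a (log2 -1.37), with 3 lower adjusted over the list alone (median log2 -0.60, camera adjusted p = 9.02e-05, adjusted p = 0.873 with an estimated correlation). Heat shock genes (median log2 -0.23, camera adjusted p = 9.998e-04), immediate early genes (-0.44, 0.00113, and 0.0643 without vehicle replicate 3), Kupffer cell and macrophage markers (-0.29, 0.00931), neutrophil markers (-0.43, 0.0211), interferon-stimulated genes (-0.13, 0.0261) and the unfolded protein response (-0.12, 0.0445) passed downward, each with an adjusted p = 0.873 with an estimated correlation. In these 6 lists edgeR called 0 members, against 7, 9, 5, 3, 8 and 0 at an unadjusted p under 0.05, while DESeq2 called 4 immediate early genes and 1 neutrophil marker and limma-voom 1 immediate early gene. Adjusted over the list alone, 0, 6, 2, 1, 0 and 0 of them were lower. The result of the Kupffer cell list rested on vehicle replicate 4, without which its adjusted p was 0.571. There the scavenger receptor Marco stood at 90.8 CPM, against 2.97 to 5.31 CPM in the other vehicle libraries (log2 -2.67, adjusted p = 0.105). The neutrophil and interferon lists had an adjusted p of 0.158 and 0.301 without vehicle replicate 2, and the unfolded protein response 0.192 without vehicle replicate 6.

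The genes changed by MitoCDNB at 4 h numbered 114, 63 higher and 51 lower. Of these 26 changed at least 2-fold, and 1981 genes had an unadjusted p under 0.05. The count was 337 with DESeq2, 227 with limma-voom, 18 in a fit of the 4 h libraries alone, and 247 without the libraries apart on the second component. It was 412 without vehicle replicate 1, 63 without MitoCDNB replicate 3, 65 and 73 without vehicle replicates 2 and 5, and 72 and 72 without MitoCDNB replicates 4 and 5. Further genes named by size lost their call in single omissions, at the adjusted p given. Among those higher these were the clock gene Arntl (log2 1.75, 0.0893 without vehicle replicate 5), the leptin receptor Lepr (1.49, 0.0545 without vehicle replicate 2), Lyve1 (0.0893 without vehicle replicate 5) and Limch1 (1.13, 0.0995 without vehicle replicate 5). Among those lower these were Adgrg6 (log2 -1.58, but -0.77 with 0.0522 without vehicle replicate 4), the macrophage gene Adgre4 (-1.04, but -0.62 with 0.0521 without vehicle replicate 4), and Clec4a3 (-1.09, 0.0967 without vehicle replicate 4). So did Il1a (0.106 without MitoCDNB replicate 3), the deadenylase Ccrn4l (-1.33, 0.103 without MitoCDNB replicate 3), Syne2 (-0.69, 0.0539 without MitoCDNB replicate 3), Kazn (-0.80, 0.0778 without MitoCDNB replicate 4) and the kinetochore gene Spc25 (-0.78, 0.0950 without vehicle replicate 5).

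The interaction asked in which genes the effect of MitoCDNB differed between the times. Across the 13833 genes, which are not independent replicates, the effects at 1 h and 4 h had a Pearson correlation of 0.0136 (-0.0259 to 0.0515 over 1000 resamples of genes) and a Spearman correlation of 0.00105. Genes that rose at 1 h had a median log2 of 0.81 then and 0.01 at 4 h, and genes that fell -0.51 and 0.03. For 563 genes the effects differed, 329 with a higher and 234 with a lower effect at 4 h, including 160 of the 373 genes that rose and 249 of the 536 that fell at 1 h. The largest downward differences were in Nr4a1 (log2 -5.85, SE 0.916, adjusted p = 7.03e-04), Atf3 (-5.15), Rasd1 (-4.44), Btg2 (-4.36) and Apold1 (-3.77). Atf3 stood at 1.38 ± 1.24 CPM in vehicle and 0.714 ± 0.288 CPM in MitoCDNB at 4 h. Upward differences were largest in Cdh4 (2.83, SE 0.299, adjusted p = 2.66e-06), the zinc transporter Slc39a2 (2.66), Zfp503 (2.61), Mroh6 (2.26) and Sox18 (2.06). All 10 kept their call in each single omission.

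Of 30 immediate early genes 0 had a higher and 15 a lower effect at 4 h (1 and 21 adjusted over the list alone; camera adjusted p = 4.49e-28, adjusted p = 0.108 with an estimated correlation, fry adjusted p = 0.00325). In total 8 lists passed downward and 0 upward with camera, and 0 with an estimated correlation, where 2 had an unadjusted p under 0.05. Of the genes higher at 1 h, 8 were also higher at 4 h, against 1.70 by chance (Fisher's exact test, two-sided p = 2.75e-04). Listed by the size of the effect at 1 h, these were Ctla2a, Lyve1, Etnppl, Got1, Dbn1, the iron regulator Hfe2, the angiotensin precursor Agt and Exph5, of which Agt and Exph5 were chosen after their values were seen. At 1 h Lyve1 had an adjusted p of 0.0494, and of 0.143 without MitoCDNB replicate 6. Lower at both times were 2, Ldah and Gm4951, against 1.98 by chance (Fisher's exact test, p = 1), also chosen after their values were seen. Il1a rose at 1 h (log2 1.25) and fell at 4 h (-1.37), while the clock repressor Nr1d1 fell (-0.78) and then rose (0.69), as did Cbx2, Apex2 and Fam109a, chosen after their values were seen. Such opposite calls were no more frequent than chance allows, with 1 against 1.38 higher and then lower (Fisher's exact test, p = 1) and 4 against 2.44 lower and then higher (p = 0.310). These 4 overlaps used libraries that the times do not share. Both comparisons, however, came from the same filter and the same fit of all 24 libraries. Genes are also not independent replicates, so the counts by chance and the p values of Fisher's exact test are approximate.

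**Figure D3:**
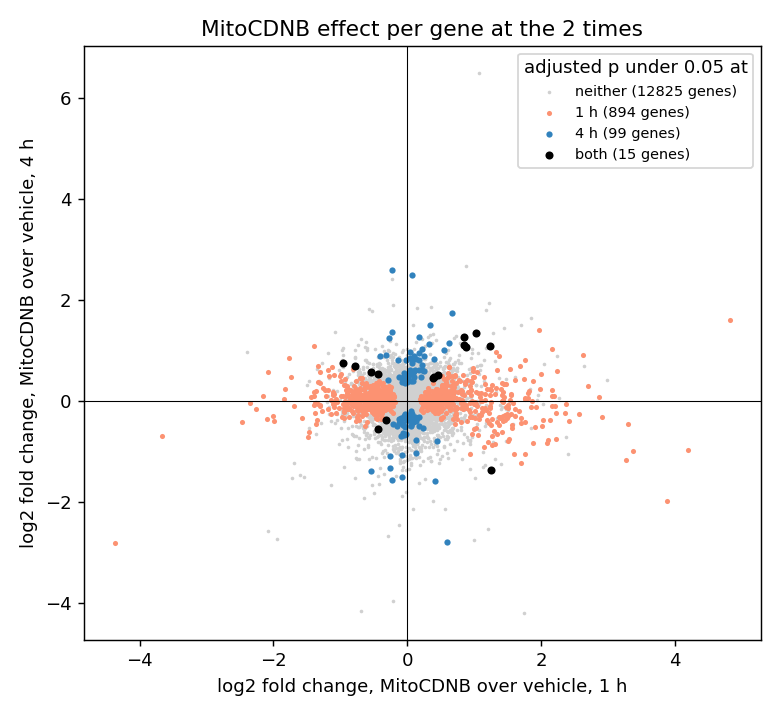
Log2 fold change of MitoCDNB over vehicle at 1 h (x axis) and at 4 h (y axis) for each of 13833 genes, coloured by whether the adjusted p was under 0.05 at neither time, 1 h, 4 h or both. Genes called at 1 h spread along the x axis and genes called at 4 h along the y axis, with 15 called at both.

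Vehicle at 4 h against vehicle at 1 h showed what differed between the times without the compound. Genes of ribosome biogenesis were higher at 4 h in 9 of 29 cases and lower in 0 (18 and 0 adjusted over the list alone; camera adjusted p = 4.63e-11, adjusted p = 0.564 with an estimated correlation, fry adjusted p = 0.0128). Rrp9, a factor of ribosomal RNA processing, had a log2 of 0.64 and Nop2, a ribosomal RNA methyltransferase, of 0.57, both chosen after their values were seen. Clock genes were higher in 8 and lower in 3 of 22 cases (11 and 4 adjusted over the list alone; camera adjusted p = 0.00857, adjusted p = 0.890 with an estimated correlation, and 0.0812 without vehicle replicate 3 of 1 h). The output gene Dbp rose from 21 ± 8.77 to 72.6 ± 26.0 CPM (mean ± SD, n = 6; log2 1.79, adjusted p = 0.0135), Ciart, a clock repressor, from 2.26 ± 0.527 to 10.9 ± 6.54 CPM (2.26), and the activator Arntl fell from 4.08 ± 1.75 to 1.20 ± 0.735 CPM (-1.76). Clock (log2 -0.60) and Npas2 (-1.89) were the other lower members, chosen after their values were seen. Genes of cholesterol synthesis were lower in 4 and higher in 0 of 25 cases, namely Insig1 (log2 -0.96), Hmgcs1 (-0.89), Sc5d (-0.62) and Acat2 (-0.42), chosen after their values were seen (6 and 0 adjusted over the list alone; camera adjusted p = 5.42e-07, adjusted p = 0.890 with an estimated correlation).

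The tubulin genes Tubb2b (log2 -2.51) and Tubb2a (-1.35) fell, Tubb2b from 21.4 ± 6.94 to 3.76 ± 2.42 CPM (SE 0.498, adjusted p = 0.00561), as did Clic3 (-2.15), the choline kinase Chka (-1.48), Efna3 (-1.47) and Dhrs9 (-1.33). The cytokine signal inhibitor Socs3 (log2 1.96), the cell cycle genes Wee1 (1.87) and Ccne1 (1.75), and Klf10 (1.69) rose. The glucocorticoid-induced Fkbp5 had a log2 of 1.68, and of 1.09 without vehicle replicate 1 of 4 h. Other folds shrank without a single library. Serpina3a had a log2 of 4.06 but 0.18 (adjusted p = 0.907) without vehicle replicate 6 of 4 h, which stood at 22.2 CPM against 0 to 0.469 CPM in the other vehicle libraries. Irak3 had 1.77 and, without vehicle replicate 4 of 4 h, 0.63 (adjusted p = 0.159). B3galt1 had 1.83 and, without vehicle replicate 1 of 4 h, 1.16 (adjusted p = 0.0927), and Atp4a had -1.70 and, without vehicle replicate 3 of 1 h, -1.13 (adjusted p = 0.0646). Arl4d (log2 -1.40) and Ppp1r3g (-2.34) kept most of their fold but lost their calls in 8 and 4 of 12 single omissions, with -1.22 (adjusted p = 0.100) without vehicle replicate 6 of 1 h and -2.05 (0.0609) without vehicle replicate 1 of 1 h.

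The genes changed between vehicle at 4 h and vehicle at 1 h numbered 753, 413 higher and 340 lower at 4 h, and 9 lists passed with camera and 0 with an estimated correlation, where 2 had an unadjusted p under 0.05. Library numbers 1 to 12 were all of 4 h and 13 to 24 all of 1 h, so time and a batch of library preparation cannot be told apart in this comparison. The count was 415 in a fit of the vehicle libraries alone, 500 and 480 without vehicle replicates 5 and 6 of 1 h, and 177, of which 150 were among the 753, without the 1 h libraries that held brain transcripts.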

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

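The tests of the brain genes with low levels, of MitoCDNB as their source, of swapped labels, of a wrong label, of depth at 4 h and of the count without 2 libraries were chosen only after the results were seen.

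The 1 h libraries with replicate numbers 4 to 6, of both groups, held transcripts typical of brain, such as Cplx1 (mean 0.213 CPM, against 0 in the other 18 libraries). MitoCDNB as the source is excluded, since the 14 listed genes under 0.1 CPM at 4 h summed to 2.23 CPM in a vehicle library of 1 h and to 0.0957 CPM in a MitoCDNB library. The whole list of 30 brain genes summed to at least 40.7 CPM in the 6 libraries and at most 54.3 CPM in the other 18, which met the bound set in advance against brain RNA, but that bound was wrong: 7 genes that liver also holds, such as Ncdn (13.2 and 13.3 CPM), made up 88.8% of the sum at 4 h and would hide a small share. Over the 14 genes the 6 libraries held 1.14 to 2.58 CPM and the other 6 of 1 h at most 0.253 CPM, so RNA or reads of brain in these libraries may be the source. How they came there is not given in the sources used here, and no biological explanation beyond MitoCDNB was tested.

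Vehicle replicate 1 and MitoCDNB replicate 2 of 4 h stood apart from the other 10 libraries of that time on the second component, for which swapped labels are excluded, since on a scale from 0 (the other vehicle libraries) to 1 (the other MitoCDNB libraries) over 246 genes the positions were 0.789 and 1.24, and lower depth is excluded by totals of 31.2 and 33.6 M (others 25.1 to 37.2 M). A wrong label of vehicle replicate 1 stays open: over the 68 genes in which MitoCDNB replicate 2 lay within 1 SD of its group it stood at 0.654 (SE 0.0776), and of the 45 of these without overlap between the other libraries it lay in the vehicle range for 17, such as Cdh4 (-0.13), Ehd3 (-0.09) and Nr1d1 (-0.13), and in the MitoCDNB range for 22. Scored alike, vehicle replicates 2 to 5 lay mostly in their own range (20 and 3 of 27, 24 and 7 of 43, 21 and 3 of 30, 14 and 1 of 22), as did MitoCDNB replicates 1, 3, 4 and 5 (11 and 27 of 51, 0 and 13 of 14, 2 and 19 of 27, 5 and 18 of 28), while vehicle replicate 6 (22 and 28 of 66) and MitoCDNB replicate 6 (18 and 29 of 59) were mixed. A larger share of cells other than hepatocytes cannot be told apart either, with 80% and 70% of only 10 marker lists above the median of the others. No biological explanation was tested, but both libraries lay above the other 10 in 11 of 44 lists. The largest of these deviations were in glucocorticoid-responsive genes (mean log2 deviation 1.60 and 1.78, others at most 0.64), adipocyte markers (1.17 and 1.18, others at most 0.62) and metallothioneins (1.05 and 0.77, others at most 0.49). Both libraries lay below the other 10 in 2 lists. These were heat shock genes (-0.58 and -0.51, others at least -0.43) and pericentral hepatocyte markers (-0.17 and -0.09, others at least -0.04).

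Far fewer genes passed at 4 h than at 1 h. Lower depth at 4 h is excluded by a ratio of mean totals of 1.02, and the 2 libraries apart are excluded as the whole cause, since without them 247 genes passed against 909 at 1 h. The variance of the effects argues against a larger spread at 4 h as the whole cause. At 4 h it was 0.319 times that at 1 h (SE 0.229), below equality by more than its SE. The 4 groups also shared a fit of all 24 libraries, so a larger spread at 4 h entered the tests of both times. The variance within groups was 1.22 times as large at 4 h, and what part of the difference it made was not tested.

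Over 100 splits of the libraries, chance could be excluded for the numbers of genes in the comparisons of pairs of groups. Only the real split (1) gave as many at 1 h (909, highest other 21), at 4 h (114, highest other 104) and between the vehicle groups (753, highest other 24). For the interaction, too, only the real split gave as many (563, highest other 158). Its splits mixed vehicle with MitoCDNB libraries, which removes the effect of MitoCDNB itself. They therefore cannot tell a difference between the times from the same effect at both. Chance could not be excluded for the numbers of gene lists, which 64 splits equalled or exceeded at 1 h (9, highest other 17) and 58 at 4 h (12, highest other 22). The splits of 1 h were not kept within replicates 1 to 3 and 4 to 6. The 17 came from vehicle replicates 1 to 3 with MitoCDNB replicates 4 to 6, against the rest. The split along these sets of replicates gave 11. For the number of lists at 1 h, the splits therefore cannot fully separate chance from a difference between the sets. At 4 h, where no such sets were seen, 58 splits also gave as many, which argues against the sets as the whole cause. The median estimated correlation within lists was 0.252 at 1 h and 0.251 at 4 h, above the preset 0.01. A list called by camera at the preset correlation alone is therefore weak evidence at both times.

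Single libraries lay far from the other 5 of their group in 6 of 96 groups tested, where about 1 in 20 is expected by chance. MitoCDNB replicate 1 of 4 h had 16142 genes detected (others 16430 to 16598). The log2 CPM of Apold1 was 4.00 in MitoCDNB replicate 6 of 1 h (others 3.23 to 3.50) and that of Ddit4 5.16 in MitoCDNB replicate 5 of 1 h (5.58 to 5.80). In vehicle at 4 h it was 2.64 for Adgrg6 in replicate 4 (-0.17 to 0.70), 5.89 for Ccrn4l in replicate 3 (3.98 to 4.64) and 5.23 for Syne2 in replicate 5 (4.46 to 4.73).

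The effect of MitoCDNB differed between 1 h and 4 h by a test of the difference in 563 genes. The log2 effect at 4 h minus that at 1 h was 2.83 for Cdh4, 2.66 for Slc39a2, 2.61 for Zfp503, 2.26 for Mroh6 and 2.06 for Sox18. It was -5.85 for Nr4a1, -5.15 for Atf3, -4.44 for Rasd1, -4.36 for Btg2 and -3.77 for Apold1. Among genes called at both times in opposite directions it was -2.61 for Il1a, 0.97 for Apex2, 1.11 for Fam109a, 1.47 for Nr1d1 and 1.71 for Cbx2.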

How the results depend on the processing

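Fits within the 1 h replicates 1 to 3 or 4 to 6, without 2 libraries of 4 h, with a batch term and without the 1 h libraries holding brain transcripts were chosen after the data were seen. The genes changed by MitoCDNB at 1 h (909) numbered 369 and 495 within the sets of replicates and 473 at an adjusted p under 0.01. Of the 909, called at 0.05, 206 changed at least 2-fold. The count was 926 with the batch term and 720 to 838 with single libraries left out. The genes changed by MitoCDNB at 4 h (114) numbered 337 with DESeq2, 227 with limma-voom, 18 with only the groups compared, 19 at 0.01, 26 with at least 2-fold, 247 without the 2 libraries, and 63 (without MitoCDNB replicate 3) to 412 (without vehicle replicate 1), with 65 and 73 without vehicle replicates 2 and 5 and 72 and 72 without MitoCDNB replicates 4 and 5. The genes whose MitoCDNB effect differs between 4 h and 1 h (563) numbered 930 with limma-voom, 231 at 0.01, 183 with at least 2-fold and 439 to 696 with single libraries left out. The genes changed between vehicle at 4 h and vehicle at 1 h (753) numbered 415 with only the groups compared, 255 at 0.01, 79 with at least 2-fold, 177 without the libraries holding brain transcripts, and 480 (without vehicle replicate 6 of 1 h) to 749, with 500 without vehicle replicate 5 of 1 h. With the replicate number as a block the last count was 191 and the other 3 stayed within 1.5 times. Under this block 11 of 71 named genes called at 1 h, 15 of 32 at 4 h and 15 of 19 between the vehicle groups lost their calls. At 4 h these included Nr3c2 (adjusted p = 0.0557), Nos3 (0.0518), Elovl5 (0.0721) and Sox5 (0.0951). The labels do not pair samples of the same number, and these correlated at -0.213 to 0.265. Within each time, however, their library numbers are consecutive. A processing block therefore stays possible, and the calls lost under it are uncertain. The gene lists changed by MitoCDNB at 1 h (9) numbered 0 with an estimated correlation, 5 with fry and 17 within replicates 4 to 6, and the gene lists changed by MitoCDNB at 4 h (12) numbered 0 with an estimated correlation, 0 with fry, and 7 (without MitoCDNB replicate 2, or 3) to 16 (without vehicle replicate 1). The correlation between the times kept its result in the fits run for it, and the 10 genes named for the interaction kept theirs in the 9 run for them and in all single omissions. Only Cxcl1 reversed, to a log2 of 0.12 within replicates 4 to 6. Stricter thresholds call fewer genes by construction, and for the other settings the cause was not tested. At the depth of these libraries 67.2% of simulated changes of 1.5-fold were recovered at 1 h and 65.7% at 4 h, and what depth itself limits was not tested.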

Other observations

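The genes here were chosen after their values were seen, in the fit of 4 h without vehicle replicate 1 and MitoCDNB replicate 2. In that fit Plin5, a protein of lipid droplets, had a log2 fold change of 1.62 (adjusted p = 1.17e-04), Fam107a, an actin-associated protein, of 4.09 (1.44e-04) and Fmo5, a monooxygenase, of 0.68 (2.71e-04). With all 12 libraries they were not called, at 1.09 (0.174) for Plin5, 2.68 (0.0708) for Fam107a and 0.51 (0.0950) for Fmo5. Summed over the 14 brain genes with low levels, vehicle replicate 1 (0.833 CPM) and MitoCDNB replicate 2 (0.713 CPM) were the highest libraries of 4 h, with 0 to 0.396 CPM in the other 10.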
